A study of Mus musculus with 8 samples.

How the data were processed

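Total RNA from cultured mouse bone marrow-derived macrophages was sequenced in 8 libraries, 4 from cells treated with nanoparticles at 100 ug/ml for 24 hours and 4 from untreated cells. Per the labels' protocols, RNA was purified on columns and libraries followed standard Illumina protocols. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here, and neither is whether counting used strand. No coordinates are printed for that reason, and a chromosome only where the gene count table gives it. Groups and replicate numbers were taken from the sample labels, and each data column was matched to its sample by the label in its name.

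Raw counts per gene were taken from the authors' comparison table, which holds 11054 genes; the filter that left these genes is not given in the sources used here. Per the file headers, this deposited table also gives CPM values, a log2 fold change, a p-value and an FDR. The deposited CPM values equal the counts divided by the library total times its TMM factor, so they were recomputed from the counts. The p-value and log2 fold change columns of the authors served only for comparison with the tests made here. A gene count table with raw counts and RPKM values was deposited by the authors, of which 5000 genes on 4 chromosomes were held here. Of 2428 genes named once in both tables, 2427 had equal counts in all 8 libraries. The design fixed beforehand named the gene count table as the source of counts, and the comparison table was used in its place because it covers more of the genome. The RPKM values of the authors were used only to compare library totals. Gene names that read as dates, 10 in the gene count table, were left out of the test of genes held in that table alone. An exon count table deposited by the authors, with 5000 exons of 469 genes held here, gave exon sums at or above the gene count in all 8 libraries for each of 164 genes compared (mean gene count of at least 500). The planned test of an intronic share of reads and the planned use of exon counts in place of gene counts were therefore not run. One name stood on 5 rows of the comparison table and these were kept as separate rows.

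The main test was edgeR 4.0.16 in R 4.3.3, with filterByExpr by group, TMM scaling, robust dispersions, glmQLFit (robust) and glmQLFTest, no covariate, and Benjamini-Hochberg adjustment with a threshold of 0.05; a log2 fold change of 1 marked 2-fold changes. The filter removed 1 gene and left 11053. Standard errors are the absolute log2 fold change over the square root of the F statistic. CPM values are TMM-scaled, except those of Arg1 and Nos2, which are per library total without scaling. A fit with the log2 library total as a covariate was added after the data were seen, as a test of library size. That fit is not counted among the alternatives, so ranges over all alternatives leave it out. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 16 lists, with fry and an estimated correlation beside it. Some genes stand on more than 1 list, and 3 of the 18 NF-kB targets are also on another list. Library measures and list means (log2 CPM with a prior count of 2) were compared by exact two-sided permutation tests over the 70 assignments of 4 and 4, with scipy 1.17.1, whose smallest p is 0.0286.

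Library totals lay between 27207522 and 35350884 counts. Reads without molecular identifiers are not independent molecules, so counting limits cover counting error only. In simulated counts for 11054 genes with the libraries' means, sizes and dispersions and 200 genes changed, the quasi-likelihood test recovered 76.1% of genes changed 1.25-fold, 82.1% of those changed 1.5-fold and 97.0% of those changed 2-fold, with 13 calls among unchanged genes. The changed genes were drawn from those with a mean of at least 1 CPM, and no trend between libraries was added. Adjusted p also depends on how many genes change, so these rates need not hold for the data. With no gene changed it called 0 genes, had 555 genes at an unadjusted p under 0.05, and camera called 0 lists. With the GC and length trends of the 8 libraries added and no gene changed, the quasi-likelihood test called 3 genes. It had 1172 genes at an unadjusted p under 0.05. After the correction it called 2 genes, with 537 at that p. The exact test called 14. No correlation between genes was put into the simulated counts, so camera's 0 lists does not test its preset correlation. Of the 35 splits of the 8 libraries into equal groups, 28 gave at least 1 called list, the labelled split included.

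The genes named in the text follow a rule fixed before the data were examined. It names the 10 genes with the smallest p when fewer than 10 genes are called, 12 fixed genes of survival and activation, of which 1 is not reported here (the others are Bcl2, Bcl2l1, Mcl1, Bax, Nos2, Arg1, Mrc1, Cd86, Tnf, Il6 and Il1b), Xist and Ddx3y as a check of the labelled sex, and the 3 members with the smallest p of each list called. Rn45s, Cd79b, Cd68, Lyz2 and Ngp were named after their values were seen.

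The alternatives chosen before the data were examined were RLE and upper quartile scaling, library totals alone, no low count filter, at least 1 CPM in at least 4 libraries, DESeq2 1.42.0, limma voom 3.58.1, counts thinned to the smallest total, the replicate number as a block, and leaving out each library. Added after the data were seen were an edgeR exact test and likelihood ratio test, corrections for GC content and for GC and length, that correction with the block, and Rn45s left out. GC content and length came from the longest transcript of each symbol in GENCODE M21, found for 95.5% of tested genes; natural splines with 5 degrees of freedom were fitted to each library's log2 CPM deviations and entered as offsets. The overlaps of annotated exons come from the same annotation, which may not be the authors' one. The anti-apoptotic list holds the near-identical Bcl2a1 paralogs, between which reads can be split, so their values are uncertain.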

Results

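RNA was sequenced from bone marrow-derived macrophages, which are macrophages grown out of mouse bone marrow in culture, from female C57BL/6 mice. Cells of 4 libraries had been given 100 ug/ml of polyethylene glycol-based nanoparticles for 24 hours, and cells of the other 4 libraries had been left untreated. The comparison of the 2 groups asks which transcripts change when macrophages meet the particles. The title of the series names particle uptake and macrophage survival as its subject, so genes of cell death, activation and uptake had been listed before the data were examined.

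The total count per library over the 11054 genes of the comparison table was 30998865, 32425515, 35130573 and 35350884 for untreated replicates 1 to 4. It was 32709663, 27207522, 33063503 and 30575457 for treated replicates 1 to 4. The totals did not differ between the groups (exact two-sided permutation test, p = 0.20, n = 4 per group). The 20 most counted genes held 15.8% ± 0.756 (SD, n = 4) of the counts in untreated and 17.2% ± 0.232 (SD, n = 4) in treated libraries. All 4 treated libraries lay above all 4 untreated ones, and the exact two-sided permutation p of 0.0286 is the smallest that 4 libraries against 4 can give. Adjusted over the 8 library measures tested in this way, that p became 0.0571. The share of the 50 most counted genes moved by 1.34 percentage points and that of the 100 most counted by 1.26, against 1.38 for the 20 most counted. The ribosomal RNA precursor Rn45s took between 1.32% and 3.29% of the counts in untreated and between 3.08% and 3.74% in treated libraries, which overlapped (exact two-sided permutation p = 0.0857, n = 4 per group). Its group means differed by 1.18 percentage points, so most of the 1.38 for the 20 most counted genes may come from Rn45s. Untreated replicate 4 held 16.2% in the 20 most counted genes with 2.44% in Rn45s, and treated replicate 2 held 16.8% with 3.25%. With the Rn45s share taken off, the groups therefore overlapped, so their separation rests on Rn45s. No p-value was computed without it.

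Xist, the transcript of the inactive X chromosome, was read at 515 CPM ± 68.4 (SD, n = 4) in untreated and 523 CPM ± 57.4 (SD, n = 4) in treated libraries, and every library held at least 441 CPM, which goes with the labelled sex. The 2 groups did not differ in Xist (edgeR quasi-likelihood test, adjusted p = 0.924), and its antisense gene Tsix overlaps 11% of its annotated exon sequence. Ddx3y was not analysed here.

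Between treated and untreated libraries, 8 of 11053 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 4 were higher and 4 lower in treated libraries; with library totals alone the split was 4 higher and 36 lower, and with upper quartile scaling 44 higher and 19 lower. None changed by at least 2-fold, and at an unadjusted p under 0.05 there were 6 genes that did. An unadjusted p under 0.05 was reached by 2112 genes, 1121 higher and 991 lower in treated libraries, where 5% of the genes, or 552.65, would be reached with no gene changed and no trend between libraries. In simulated counts with no gene changed and the GC and length trends of the 8 libraries added, 1172 genes reached it. Of the 34 other splits of the 8 libraries into 4 and 4, the one exchanging the replicate 1 libraries gave 2501 and the other 33 at most 1639. An adjusted p under 0.1 was reached by 332 genes. The groups did not overlap in 1083 genes, or 9.80% of those tested. Chance gives 2.86% for a single gene with no trend between libraries, and other splits were not counted for this measure. The number of called genes moved widely with the tool and with single libraries. DESeq2 called 429 genes and limma voom 10. Leaving out untreated replicates 1, 2, 3 and 4 in turn gave 298, 0, 2 and 5 genes, and leaving out treated replicates 1, 2, 3 and 4 gave 518, 0, 0 and 1. DESeq2 called no gene of at least 2-fold and limma voom called 1.

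In the authors' deposited table, 330 genes had an FDR under 0.05, with 202 higher and 128 lower in treated libraries and 5 changed by at least 2-fold. All 8 genes called by the quasi-likelihood test were among them. An edgeR exact test with common and tagwise dispersions on the deposited counts called the same 330 genes, and no p-value of the authors' deposited table lay further than 5.0e-05 from that test's.

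The 8 genes and the pair that followed them in p were named by a rule fixed beforehand. Among the genes higher in treated libraries, Tnf, which encodes a secreted inflammatory cytokine, rose from 6.01 CPM ± 0.680 to 9.05 CPM ± 0.444 (SD, n = 4 each), a log2 fold change of 0.59 with a standard error of 0.11 and an edgeR adjusted p of 0.0349. Ccl4, a chemokine gene on chromosome 11, rose from 9.10 CPM ± 1.03 to 13.5 CPM ± 1.62 (SD, n = 4 each), with a log2 fold change of 0.57, a standard error of 0.10 and an edgeR adjusted p of 0.0355. Ralgds rose from 30.1 CPM ± 1.90 to 38.7 CPM ± 1.40 (SD, n = 4 each), by 0.37 on the log2 scale (standard error 0.06, edgeR adjusted p 0.0308). Anpep, which encodes a surface aminopeptidase, rose from 1216 CPM ± 49.6 to 1456 CPM ± 48.2 (SD, n = 4 each), by 0.26 (standard error 0.04, edgeR adjusted p 0.0308).

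Among the genes lower in treated libraries, Marcks, on chromosome 10, had the largest fall of the 4, from 435 CPM ± 21.5 to 329 CPM ± 37.6 (SD, n = 4 each), a log2 fold change of -0.40 with a standard error of 0.07 and an edgeR adjusted p of 0.0308. Arrdc3 changed from 250.4 CPM ± 23.7 to 196 CPM ± 10.7 (SD, n = 4 each), a log2 fold change of -0.35 (standard error 0.06, edgeR adjusted p 0.0308). Cx3cr1, which encodes a chemokine receptor, changed from 303 CPM ± 19.0 to 248 CPM ± 11.2 (SD, n = 4 each), a log2 fold change of -0.29 (standard error 0.05, edgeR adjusted p 0.0308); 1.73% of its exon sequence overlaps an antisense gene. Ypel2, on chromosome 11, changed from 50.2 CPM ± 1.49 to 40.6 CPM ± 2.37 (SD, n = 4 each), a log2 fold change of -0.30 (standard error 0.06, edgeR adjusted p 0.0392). In each of the 8 genes the 4 treated libraries lay on one side of the 4 untreated ones. The chemokine gene Ccl3, also on chromosome 11, and Kdm7a followed with log2 fold changes of 0.44 and -0.31 and did not pass, both at an edgeR adjusted p of 0.0521; under DESeq2 both passed, Ccl3 at an adjusted p of 0.00110. An antisense gene overlaps 2.85% of Kdm7a's exon sequence.

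**Figure D1:**
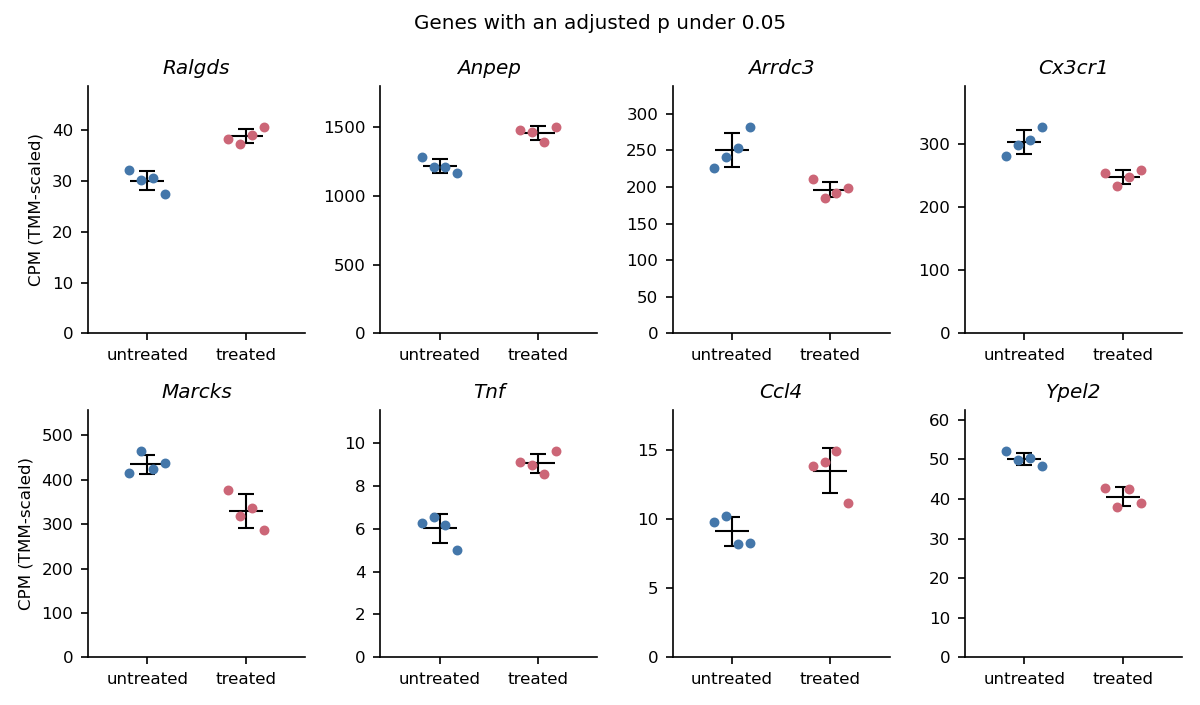
TMM-scaled CPM (vertical axes, starting at 0) of the 8 genes with an edgeR adjusted p under 0.05, in the 4 untreated and 4 treated libraries; each point is a library, from replicate 1 on the left to replicate 4 on the right, and bars give the mean and SD. Tnf lay between 5.01 and 6.55 CPM in untreated and between 8.53 and 9.60 CPM in treated libraries, and the groups did not overlap in any of the 8 genes.

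Fold changes followed the GC content of the transcripts. Across 8191 genes with a log2 CPM above 3, which are not independent replicates, Spearman's rho between the log2 fold change and GC content was 0.60, and with log2 transcript length it was -0.24. The median log2 fold change was -0.08 in the first of 5 equal groups of these genes by GC content, with the lowest, and 0.11 in the last. Within single libraries, the correlation across genes of a gene's deviation from its mean with GC content was 0.01, -0.20, -0.23 and -0.66 in untreated replicates 1 to 4, and 0.09, 0.44, 0.42 and 0.34 in treated replicates 1 to 4. The groups did not overlap (exact two-sided permutation p = 0.0286, the smallest possible; 0.0571 adjusted over the 8 library measures; n = 4 per group). With GC trends removed per library, a correction chosen after the data were seen, edgeR's quasi-likelihood test called 12 genes, including 6 of the 8; Ralgds, at an adjusted p of 0.0588, and Marcks, at 0.0519, did not pass. With GC and length trends removed, also chosen after the data were seen, the test called 31 genes, including 7 of the 8. Marcks was the exception there, at an edgeR adjusted p of 0.0611, within a range of 1.49e-05 to 0.193 over all alternatives. In the fit with the log2 library total as a covariate, which is not counted among the alternatives, Marcks had an edgeR adjusted p of 0.233.

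**Figure D2:**
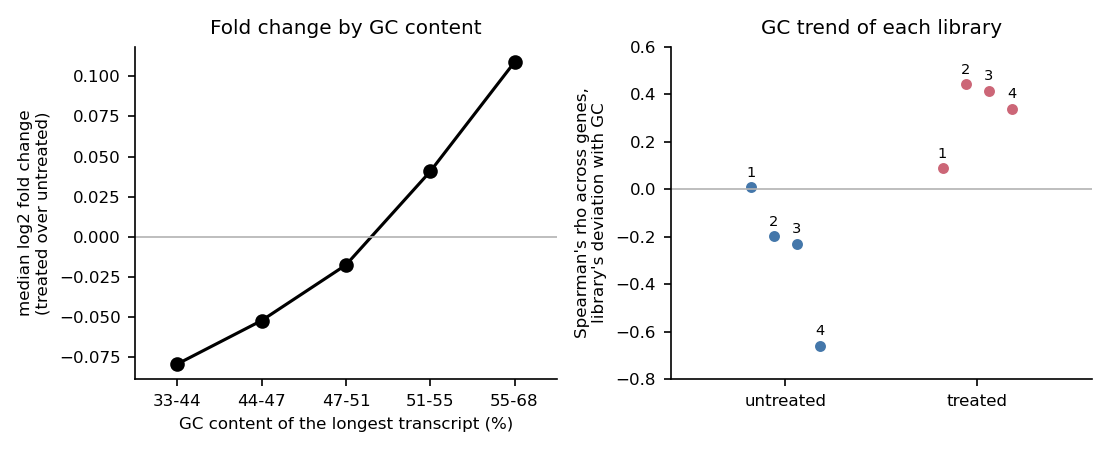
Left, the median log2 fold change of treated over untreated (vertical axis) in 5 equal groups of 8191 genes ordered by the GC content of their longest transcript in percent (horizontal axis). Right, Spearman's rho across those genes between a library's log2 CPM deviation and GC content, one point per library, numbered by replicate; the untreated libraries lay between -0.66 and 0.01 and the treated ones between 0.09 and 0.44.

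Of the 4 genes of cell survival and death fixed beforehand and reported here, none passed an adjusted p of 0.05. Bcl2, which encodes an inhibitor of apoptosis and lies on chromosome 1, was read at 8.99 CPM ± 0.598 in untreated and 10.7 CPM ± 0.940 in treated libraries (SD, n = 4 each). Its log2 fold change was 0.26 with a standard error of 0.09 and an edgeR adjusted p of 0.150, with all 4 treated libraries above all 4 untreated ones; an antisense gene overlaps 6.09% of its exon sequence. Bcl2l1, another inhibitor of apoptosis, went from 55.8 CPM ± 5.83 to 66.3 CPM ± 4.21 (SD, n = 4 each), a log2 fold change of 0.25 with a standard error of 0.07 and an edgeR adjusted p of 0.0836. In the authors' deposited table Bcl2l1 had an FDR of 0.0338 and Bcl2 one of 0.1122. DESeq2 gave Bcl2l1 an adjusted p of 0.0283, leaving out untreated replicate 1 gave an edgeR adjusted p of 0.0246 and leaving out treated replicate 1 gave 0.0273, while the correction for GC and length gave 0.241; over all alternatives its adjusted p lay between 0.0246 and 0.296. Mcl1 and Bax had log2 fold changes of -0.08 and 0.14, with edgeR adjusted p of 0.342 and 0.275. The direction of Bax turned to -0.01 with GC and length trends removed, and a gene on the same strand overlaps 12.2% of its exon sequence.

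**Figure D3:**
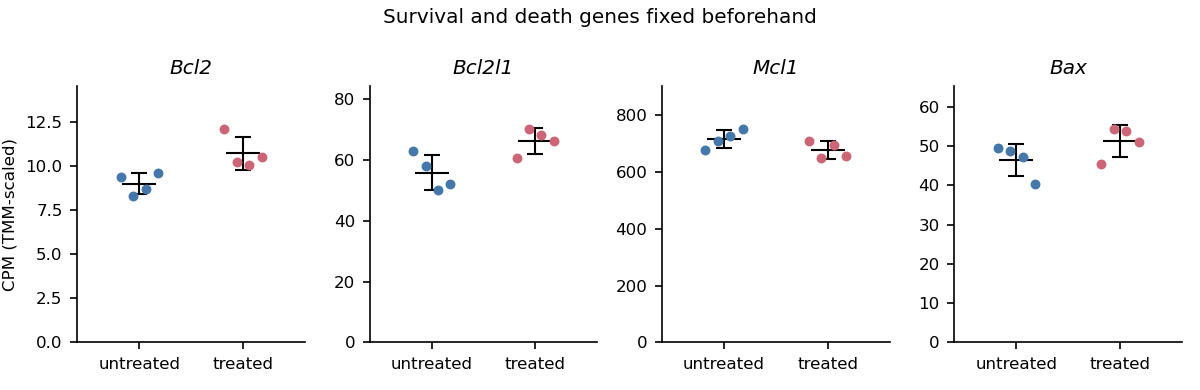
TMM-scaled CPM (vertical axes, starting at 0) of 4 survival and death genes fixed beforehand in the 4 untreated and 4 treated libraries; points are libraries and bars give the mean and SD. Mean Bcl2l1 was 55.8 CPM in untreated and 66.3 CPM in treated libraries with overlapping values, and no gene shown passed an edgeR adjusted p of 0.05.

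Of the activation genes fixed beforehand, Tnf was called as given above. Il1b, Mrc1 and Cd86 had log2 fold changes of -0.15, 0.16 and 0.07, with edgeR adjusted p of 0.435, 0.365 and 0.632. Mrc1 passed with untreated replicate 1 left out, at an edgeR adjusted p of 0.0497, within a range of 0.0497 to 0.710 over its alternatives. In the gene count table, Nos2 on chromosome 11 had no count in 7 libraries and 1 count in treated replicate 3. A count of 0 allows up to 3 counts, which is between 0.0849 and 0.110 CPM of unscaled library totals in the 7 libraries without a count, for counting error only. A difference between the groups below that level was not detectable at this depth. Arg1 on chromosome 10 had 17, 16, 14 and 22 counts in untreated and 12, 12, 10 and 15 in treated libraries. In CPM of unscaled library totals this was 0.516 ± 0.0943 against 0.400 ± 0.0827 (SD, n = 4 each; exact two-sided permutation p = 0.114). Il6 was not analysed here.

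Of the 16 gene lists fixed beforehand, camera with its preset correlation called 2, both higher in treated libraries. The 16 tested NF-kB target genes had a mean log2 fold change of 0.19 and a median of 0.09, with 11 higher and 5 lower, and a camera adjusted p of 0.00135. Adjusted over the list alone, 6 of them passed, against 2 over all genes tested, namely Tnf and Ccl4; the third by p was Ccl3. The 25 cell cycle genes had a mean log2 fold change of 0.16 and a median of 0.14, with all 25 higher, and a camera adjusted p of 0.000319. The 3 with the smallest p were Mcm2, Mcm4 and Pcna, with log2 fold changes of 0.36, 0.14 and 0.12 and edgeR adjusted p of 0.0897, 0.228 and 0.288. Adjusted over the list alone 1 passed, and 0 over all genes. Under fry, the NF-kB targets passed at an adjusted p of 0.00600 and the cell cycle genes did not, at 0.562. With the correlation between genes estimated from the data neither passed, at 0.116 and 0.817. Without untreated replicate 3 the cell cycle list had a camera adjusted p of 0.123. Over all alternatives the adjusted p lay between 0.000640 and 0.116 for the NF-kB targets and between 2.37e-09 and 0.817 for the cell cycle genes.

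The list mean of the NF-kB targets was 4.41 ± 0.06 log2 CPM in untreated and 4.60 ± 0.02 in treated libraries (SD, n = 4 each) without overlap, at the smallest exact two-sided permutation p of 0.0286, or 0.457 adjusted over the 16 lists. The cell cycle list mean was 5.39 ± 0.25 and 5.56 ± 0.11 log2 CPM (SD, n = 4 each; exact two-sided permutation p = 0.286). The other 14 lists did not pass under camera. Their adjusted p was 0.301 for the interferon-stimulated genes, 0.339 for the classical activation, alternative activation and lysosomal genes, 0.390 for cholesterol synthesis, 0.572 for the NRF2 antioxidant genes, 0.747 for the anti-apoptotic, autophagy, particle uptake, LXR target and glycolysis genes, 0.760 for the unfolded protein response, and 0.936 for the pro-apoptotic and oxidative phosphorylation genes. Without treated replicate 2 the interferon-stimulated genes passed as lower in treated libraries, at 0.0141, within a range of 0.0141 to 0.817 over the alternatives. Adjusted over each list alone, 4 anti-apoptotic, 2 pro-apoptotic, 2 classical activation, 3 particle uptake, 2 cholesterol synthesis and 6 LXR target genes passed, and 1 each of the glycolysis, interferon-stimulated and unfolded protein response genes. Over all genes only Tnf of the classical activation list did. Mean, median and camera direction differed in sign for the anti-apoptotic, pro-apoptotic, autophagy, glycolysis and oxidative phosphorylation lists, whose mean log2 fold changes were 0.0017, 0.03, -0.01, -0.00052 and 0.00029 and whose medians were -0.03, -0.02, 0.01, 0.03 and -0.01.

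The 9 macrophage markers found summed to 25771 CPM ± 994 in untreated and 25858 CPM ± 917 in treated libraries (SD, n = 4 each; exact two-sided permutation p = 0.943). Markers of other cells were low. The 5 neutrophil markers found summed to 41.8 CPM ± 11.1 and 41.1 CPM ± 12.5, and the 3 fibroblast markers found to 6.68 CPM ± 1.71 and 6.31 CPM ± 1.66 (SD, n = 4 each). The B cell marker Cd79b was at 1.49 CPM ± 0.215 in untreated and 2.17 CPM ± 0.342 in treated libraries without overlap (SD, n = 4 each; exact two-sided permutation p = 0.0286, adjusted over 4 marker sums 0.114). The listed markers of T or NK, erythroid, dendritic and mast cells were looked up and none was found in the comparison table. Their levels were therefore not analysed.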

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

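The tests in this part were set out before their results were seen, and the size of the gap itself was read after. Of 100 groups of 4 libraries examined, over library measures, marker sums, list means and named genes, 3 held a library far from the others of its group, where chance gives about 5. The number of flags gives no ground for a common cause, and no biological explanation was tested for any of them, since the design names none within a group.

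Treated replicate 2 had the lowest share of counts in the 50 most counted genes of its group, 22.8%, against 23.2% to 23.3% in the others. A few abundant genes are a candidate explanation. Without Rn45s the library's gap to the nearest treated library fell to 0.0499 of the group's range, so the flag may rest on the ribosomal RNA precursor.

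Treated replicate 4 had the highest sum of macrophage markers, 27220 CPM, against 25223 to 25501 CPM in the other treated libraries. Lyz2 alone is at 15240 CPM in that library. Without it the gap was 0.494 of the range, within what 4 libraries give by chance, so a single abundant gene may carry the flag.

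Untreated replicate 3 had the lowest mean of the glycolysis list, 6.96 log2 CPM, against 7.02 in each of the others. After removal of GC and length trends it was still the lowest. Its gap to the nearest library went from 0.061 to 0.037, or 0.311 of a range that had widened from 0.062 to 0.120, so a trend between libraries and a difference in the cells both stay open.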

How the results depend on the processing

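The exact and likelihood ratio tests, the GC and length corrections and the fit without Rn45s were chosen after the data were seen. The cause of the moves below was not tested unless named. Against 8 called genes, RLE scaling gave 13 (6 higher, 7 lower), upper quartile scaling 63 (44 higher, 19 lower), library totals alone 40 (4 higher, 36 lower), thinning 41, leaving out Rn45s 28, the GC correction 12, the GC and length correction 31, DESeq2 429, the exact test 330 and the likelihood ratio test 328. All 8 genes were among the calls under the scalings, thinning, the exact and likelihood ratio tests and without Rn45s. DESeq2 called 6 and gave Tnf and Ccl4 no adjusted p. Leaving out 1 library gave 0 to 518 genes; all 8 were among the calls without untreated or treated replicate 1, 4 without untreated replicate 4, 1 (Ccl4) without treated replicate 4, and 0 without any other. The count at an unadjusted p under 0.05 kept within 1.5 times of 2112, except 1382 under the GC correction and 1386 with the block and the GC and length correction. Genes of at least 2-fold numbered 1 in limma voom, 5 in the exact test and 4 in the likelihood ratio test, and 0 to 2 with a library left out.

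The replicate block gave 0 called genes, with 1999 at an unadjusted p under 0.05, and the block with the GC and length correction gave 10. The residuals of same-numbered libraries correlated across genes at -0.40, 0.18, 0.19 and 0.04. Differently numbered libraries were not compared in this way, so these values do not decide whether the numbers pair the samples. Under the block the pro-apoptotic list turned upward (adjusted p 0.939).

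Called lists numbered 1 under fry, 0 with an estimated correlation and 1 to 3 with a library left out. The cell cycle genes lost their call under fry (0.562) and the estimated correlation (0.817), and lay between 2.37e-09 and 0.123 with a library left out; the NF-kB targets lost it under the estimated correlation (0.116). The LXR targets passed as lower under the block with the GC and length correction (0.0487). The interferon-stimulated genes lay between 0.0141 and 0.702 with a library left out. Lists that were not called changed direction as follows, at these adjusted p. Oxidative phosphorylation did so under upper quartile scaling (0.987) and without untreated replicate 4 (0.793) or treated replicate 1 (0.862), and the pro-apoptotic list under fry (0.998) and without untreated replicate 1 or treated replicate 1 or 4 (0.876 to 0.880). Glycolysis did so under the GC correction (0.457), the GC and length correction (0.429), the block with it (0.419) and without untreated replicate 3 (0.953). The unfolded protein response did so under the GC and length correction (0.921), the block with it (0.902) and without treated replicate 4 (0.880), and the NRF2 genes without untreated replicate 4 (0.927). Over all fits with a library left out, most of which kept the direction, the adjusted p ranged from 0.668 to 0.994 for oxidative phosphorylation, 0.810 to 0.988 for the pro-apoptotic list, 0.559 to 0.953 for glycolysis, 0.565 to 0.988 for the unfolded protein response and 0.289 to 0.927 for the NRF2 genes.

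Among named genes, Bax turned to a log2 fold change of -0.019 under the GC correction, -0.013 under the GC and length correction and -0.014 with the block added. Xist changed direction and lay between -0.048 and 0.11 with a library left out. No other named gene changed direction in the alternatives run. Over the 22 named genes, 29 of 502 values newly passed the threshold and 58 no longer did. The share of the 20 most counted genes and the library totals kept their direction in each alternative. Exon counts and the intronic share were not run, because exon sums exceed gene counts. Depth limits low genes such as Arg1 and Nos2.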

Other observations

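The tests of list calls in other splits, of library size and of the NF-kB list were set before their own results were seen, though after the calls on the labelled groups and the gene counts under other settings; the tests of other splits for gene counts, of the replicate 1 libraries, of GC content for the called genes and libraries, of the mean level of the cell cycle list, of neutrophil RNA and of Rn45s were chosen after theirs.

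Of the 35 ways to split the 8 libraries into 4 and 4, 2 gave at least 8 genes in edgeR's quasi-likelihood test, so chance cannot be excluded for the count at the 1 in 20 level. The same holds at an unadjusted p under 0.05 (2 of 35 splits), after GC and length correction (2 of 35) and for the exact test that matches the deposited values (2 of 35). The second split was the same in each case. It exchanges the replicate 1 libraries of the groups, and it gave 489 genes against 8, 223 against 31 after GC and length correction, and 803 against 330 in the exact test. The other 33 splits gave at most 0, 3 and 39 genes, and at most 1639 at an unadjusted p under 0.05, against 2112 for the labelled split and 2501 for the exchanged one.

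An exchange of the labels of these libraries is a candidate explanation. With each of 16 pairs of an untreated and a treated library held out, the 200 genes with the smallest p in the remaining 6 libraries placed the held-out libraries on a scale from 0 (untreated mean) to 1 (treated mean). In 9 pairs without a replicate 1 library, untreated libraries lay between -0.699 and 0.385 and treated ones between 0.726 and 1.01. In the replicate 1 pair, the untreated library lay at 0.480 and the treated one at 0.391, a difference of -0.0884 where those 9 pairs gave 0.366 to 1.43 and an exchange would give the opposite sign at that size. The 6 pairs with 1 replicate 1 library gave 0.12 to 0.80, so treated lay above untreated in 15 of the 16 pairs; under an exchange, the libraries kept in these 6 would hold a wrong label. An exchange and correct labels were not told apart, because in the replicate 1 pair both libraries lie between the groups and close to each other. GC and length trends are argued against as the whole cause, since the exchanged split still gave 223 genes after their removal. Carry-over of ribosomal RNA is argued against by the Rn45s share of the untreated replicate 1 library, 1.32%, the lowest of the 8. A mixture of the 2 libraries, or a difference in how these cultures grew, stays open and was not tested.

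For the 8 called genes, GC and length trends are argued against as the whole cause. Under the GC correction, the GC and length correction and that correction with the replicate block, the log2 fold changes of the 8 stayed at least 4.77 standard errors from 0, and 12, 31 and 10 genes were called. This distance takes no account of the choice of the 8 among 11053 genes in the same counts. Of the 8, 6, 7 and 4 kept their call, so a part played by the trends stays open. RNA from neutrophils is argued against, since the sum of the 5 neutrophil markers found, of 9 listed, differed by -0.722 CPM between treated and untreated libraries; its most abundant member, Ngp, was at 13.7 to 26.9 CPM in each library. A difference in library size stays open. A first test by thinning was dropped after its result was seen, since thinning keeps the expected fold changes. With the log2 library total as a covariate the log2 fold changes of the 8 stayed at least 4.22 standard errors from 0, past the limit of 2 set for this test, but 0 genes were called, which was weighed after the result was seen, and the limit takes no account of the choice of the 8 among 11053 genes. An effect of the particles stays open beside chance, which the splits do not exclude.

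The relation of fold changes to GC content may come from GC bias that differs between library preparations. Within the untreated group the GC correlation ranged over 0.667, against a difference of 0.592 between the group means. With 1 library left out the comparison turned in 3 cases: without untreated replicate 4 the widest range within a group was 0.353 against a difference of 0.462, without untreated replicate 1 it was 0.460 against 0.684, and without treated replicate 1 it was 0.667 against 0.669. It does not decide. The groups did not overlap, and no label gives a library batch, so a difference in the cells stays open.

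For the 16 lists, 15 of the 35 splits gave at least 2 called lists, so the number of called lists does not exclude chance. The cell cycle list had a camera p as small in 16 of the 35 splits, and its mean did not separate the groups (exact two-sided permutation p = 0.286), which is consistent with a proliferation difference between cultures that its genes share. The NF-kB target list had a camera p as small in 1 of the 35 splits, the labelled one. This excludes chance at the 1 in 20 level for this list taken alone, though it is 1 of 16 examined. In the split that exchanges the replicate 1 libraries its camera p was 0.119, so the result holds only if those labels are correct. On the labelled groups the list kept an adjusted p of 0.00427 after GC and length correction and at most 0.00985 with any library left out. These values argue against GC and length trends and a single library. With the estimated correlation it did not pass (0.116), and other technical causes were not tested. A mild inflammatory response to the particles, or to material carried with them, is a hypothesis that may account for it and was found on the same data.

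The Rn45s share ranged over 1.97 percentage points within the untreated group, against a difference of 1.18 between the group means. Without untreated replicate 3 the range was 1.13, against a difference of 1.53, so ribosomal RNA removal that differs between libraries stays open.

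Among 619 genes held in the gene count table alone with at least 10 counts, edgeR's quasi-likelihood test called 0, with 25 at an unadjusted p under 0.05; no other tool was run on them.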
